# Ruler Arrays Reveal Haploid Genomic Structural Variation

**DOI:** 10.1371/journal.pone.0043210

**Published:** 2012-08-27

**Authors:** P. Alexander Rolfe, Douglas A. Bernstein, Paula Grisafi, Gerald R. Fink, David K. Gifford

## Abstract

Despite the known relevance of genomic structural variants to pathogen behavior, cancer, development, and evolution, certain repeat based structural variants may evade detection by existing high-throughput techniques. Here, we present ruler arrays, a technique to detect genomic structural variants including insertions and deletions (indels), duplications, and translocations. A ruler array exploits DNA polymerase’s processivity to detect physical distances between defined genomic sequences regardless of the intervening sequence. The method combines a sample preparation protocol, tiling genomic microarrays, and a new computational analysis. The analysis of ruler array data from two genomic samples enables the identification of structural variation between the samples. In an empirical test between two closely related haploid strains of yeast ruler arrays detected 78% of the structural variants larger than 100 bp.

## Introduction

Although single nucleotide polymorphisms (SNPs) are thought to play a significant role in phenotypic distinction, recent whole genome comparisons suggest that structural variants (insertions, deletions, duplications, translocations, and inversions) also play important roles in the distinction between species, strains, and even individuals [1]–[6]. In addition, these structural variants correlate with many diseases and such genome instabilities are an underlying characteristic of cancer [7].

Despite the importance of structural variants, current technologies cannot reliably detect all variants. PCR can only monitor a limited number of variants per reaction, limiting the number loci it can feasibly monitor.

Array-based comparative genome hybridization (aCGH) requires two genomic samples labeled with different fluorophores and can detect copy number changes but not necessarily the site of the change [8]–[15]. The two samples are hybridized to a single microarray and scanned. Comparing the intensities in the two channels at each probe or set of genomicaly proximal probes determines the presence of duplications (higher intensity than expected compared to other probes in the same sample or compared to the other sample) and deletions (lower than expected intensities). While the location of a deletion in the genome is apparent if one knows the genomic location of the relevant probes and if the deletion removes enough probes from the sample sequence, aCGH does not provide the genomic location of duplications. Furthermore, aCGH cannot necessarily detect rearrangements, though very high density arrays may be able to detect candidate rearrangements when low intensity probes, those spanning the relocation boundary, surround probes of the expected intensity.

Paired-end high-throughput sequencing permits many forms of structural variants to be discovered by detecting deviations from the expected distance between ends [16], [17]. In this technique, often called Paired End Mapping (PEM), a sequencing library is generated by randomly shearing DNA fragments. The library can be described by the mean and variance of the fragment lengths. The ends of the fragments are sequenced and mapped to a reference genome and the analysis looks for sites spanned by pairs of reads whose average mapped distance differs from that of the library as a whole. A deletion in the experimental genome presents as reads that map far apart in the reference genome; an insertion presents as reads that map nearby. A analysis compares the observed average distance between ends spanning some site to the predicted and tests for a significant difference. Thus, control of the variance of the fragment lengths is key to PEM. High variance reduces the power of the technique to observe indels. Either by control of the shearing or by size selection of the product, PEM seeks to limit the variance of the fragment lengths. Depending on the fragment lengths, PEM may also require difficult circularization protocols that limit read lengths and thus mappability (eg circularization followed by digestion with MmeI) [18].

Sequencing has the potential to detect all sequence changes, but its practical limitations depend on the technology used (which determines the read length, the availability of paired reads, and the mean and standard deviation of the distance between pairs of reads) and the coverage depth. In general, all sequencing approaches can detect SNPs since single nucleotide changes are small compared even to the short reads produced by current high throughput techniques [19], [20].

Sequencing and assembly based approaches cannot resolve differences in periodic structures that are not spanned by sequenced fragments [1], [21]. For example, consider a repetitive element of length 1kb. No read in a 300 bp shotgun library will span the element, thus producing a contig boundary at every instance of the element. While long fragments, contigs, and scaffolds are available with various circularization protocols or techniques such and BACs, these techniques are difficult and not routinely applied to most new genome projects. In addition, even high quality genome assemblies may produce ambiguous results near repetitive elements [22], [23].

To monitor the plasticity of both repetitive and nonrepetitive elements of genomes we have developed a microarray technology called a ruler array that measures the distance between pairs of defined sequences in a genome. Every microarray probe sequence defines one end of a ruler with the other end defined by a sequence feature such as a restriction site. The ruler measures the distance between the two ends and thus can detect structural changes in the intervening sequence. Thus ruler arrays can detect changes in the size of repetitive sequences that are proximal to a unique probe sequence and a suitable restriction site. As such, the ruler array offers a complement to sequencing based approaches for structural variant discovery.

## Results

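Genomic DNA of the haploid strains FY4 (an S288c strain) and Sigma1278b was cut with EcoRI and compared on 2 ruler arrays. By the sample labels, replicate 1 was extended with ExTaq, used Cy labelling and carried FY4 in Cy5 and Sigma1278b in Cy3. Replicate 2 was extended with Vent Exo-, used amino allyl labelling and carried the strains in the opposite dyes. The paper describes a single labelling, with aminoallyl dUTP and Alexa Fluor dyes, and does not tie it to a replicate. Polymerase, labelling and dye orientation changed together, so their effects cannot be told apart, and the number of arrays limits the precision of every value. The authors deposited the scanner's processed intensities, which are background-subtracted and dye-normalized, and a table of normalized intensities per probe for chromosomes 1 to 16. Each array held 237908 non-control probes, of which 217775 were joined to the authors' table and used. Spots that the scanner software marked as non-uniform were left out, 3007 on replicate 1 and 3040 on replicate 2. The median raw signal was 21.1 times the local background for FY4 and 81.8 times for Sigma1278b on replicate 1, and 86.3 times and 51.0 times on replicate 2. Channels were normalized as in the paper, and each log ratio is log2 of FY4 over Sigma1278b.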

The ruler array protocol generates a population of labeled DNA fragments where the probability that the population contains a specific sequence is inversely related to the sequence’s physical distance to a selected restriction site (Figure 1). When the labeled material is hybridized to a microarray, probe sequences proximal to restriction sites yield correspondingly higher intensities than distal probe sequences (Figure 2). 

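The EcoRI sites were read from the probe sequences, which cover 86.9% of chromosomes 1 to 16 and hold 3793 sites, so that sites in sequence without probes were missed. Intensities were highest next to the site at the right-hand end of a fragment, the end with the higher coordinate. Among 1936 fragments of at least 2000 bp, the probes within 500 bp of the right-hand site were brighter than those within 500 bp of the left-hand site in 1934 fragments (99.9%) on replicate 1 and in 1913 (98.8%) on replicate 2. The median difference between these ends was 6.72 (log2) on replicate 1 and 3.84 on replicate 2. Across the probes of these fragments, which are not independent replicates, Spearman's rho between log2 intensity and the distance from the right-hand site was -0.80 on replicate 1 and -0.81 on replicate 2.

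**Figure D1:**
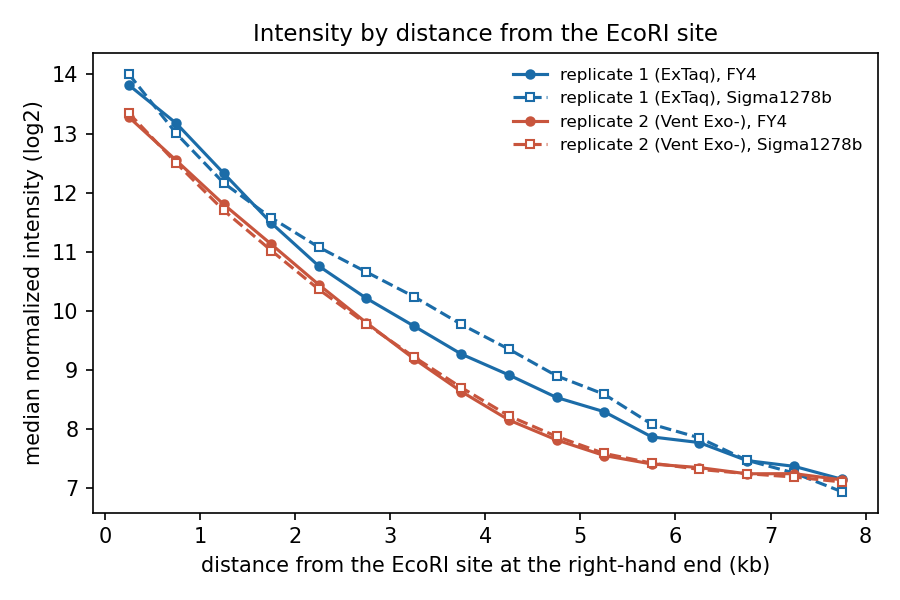
Median normalized intensity (log2) of each strain on each replicate against the distance from the EcoRI site at the right-hand end (kb), in bins of 500 bp. FY4 goes from 13.82 in the bin next to the site to 7.14 in the last bin on replicate 1, and from 13.28 to 7.13 on replicate 2.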

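A least-squares line of log2 intensity on distance was fitted to each EcoRI fragment of at least 2000 bp with at least 20 probes that were well above background and not saturated. The median slope over 1938 fragments of replicate 1 was -1.73 per kb (interquartile range -2.43 to -1.23), and 99.7% of the slopes were negative. Over 1937 fragments of replicate 2 the median slope was -1.09 per kb (interquartile range -1.40 to -0.70), with 97.7% negative. The line accounted for a median share of the variance within a fragment (r2) of 0.937 on replicate 1 and 0.889 on replicate 2. Read as a constant chance of termination at each base, these median slopes correspond to 0.0012 per base on replicate 1 and 0.000757 per base on replicate 2. With only the probes within 1500 bp of the site, the median slopes were -1.37 and -1.16 per kb.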

The observed intensity falloff is roughly log-linear and consistent with a model in which the extension terminates with equal probability at each base (Figure S1). The ruler array protocol generates this population of fragments by first digesting a genomic sample with a restriction enzyme and ligating an adapter to the resulting ends. Polymerase extensions are then initiated from a primer that is complementary to the adapter, producing many copies of sequence proximal to the adapter but fewer copies of distal sequence as the limits of processivity for the polymerase are approached and it stochastically terminates.

**Figure 1:**
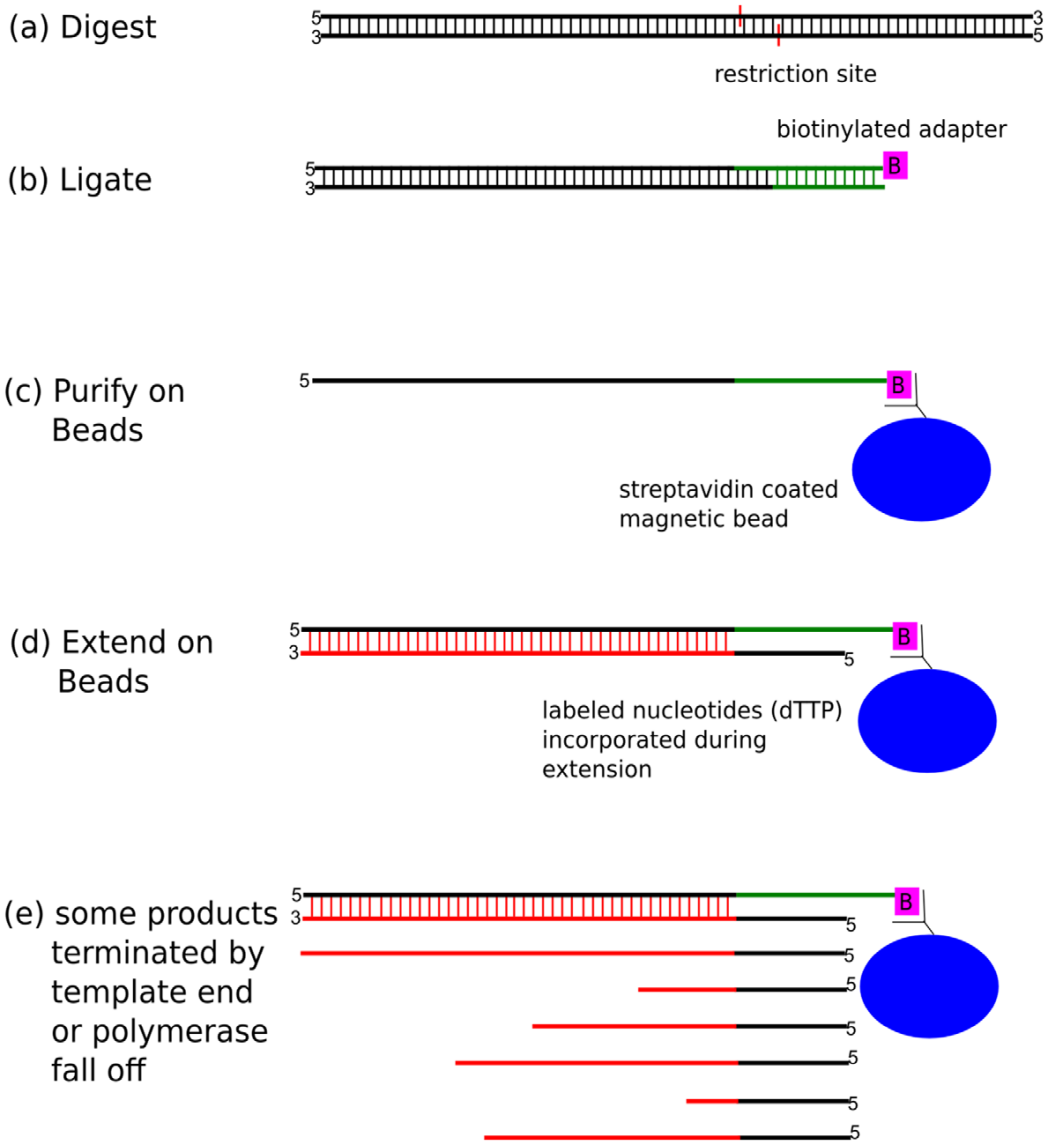
The ruler array method uses a digest-ligate-extend protocol to generate a labeled DNA sample to detect distances between genomic points. (a) One or more restriction enzymes digest the input DNA sample, leaving a set of sticky ends. (b) An adapter DNA molecule is ligated to the ends, providing a biotin moiety for purification of the ligated material and an initiation site for the polymerase extensions. (c) The ligated material is purified using streptavidin coated beads. (d) Primers, DNA polymerase, and labeled nucleotides are added and primer extensions occur. (e) An extension terminates either upon reaching the end of the template molecule or randomly due to the polymerase’s processivity. Since the output material includes many partial extension products, sequences close to the restriction site occur more frequently than do sequences far from the restriction site. When the labeled sample is hybridized to the microarray, probes close to the restriction site yield correspondingly higher intensities than the distal probes. When this material is labeled (the polymerase may incorporate labeled bases or modified bases or the product may be labeled with a system like ULS) and hybridized to a microarray, probes near the restriction site in the genome will observe a high intensity while probes farther away observe lower intensities.

**Figure 2:**
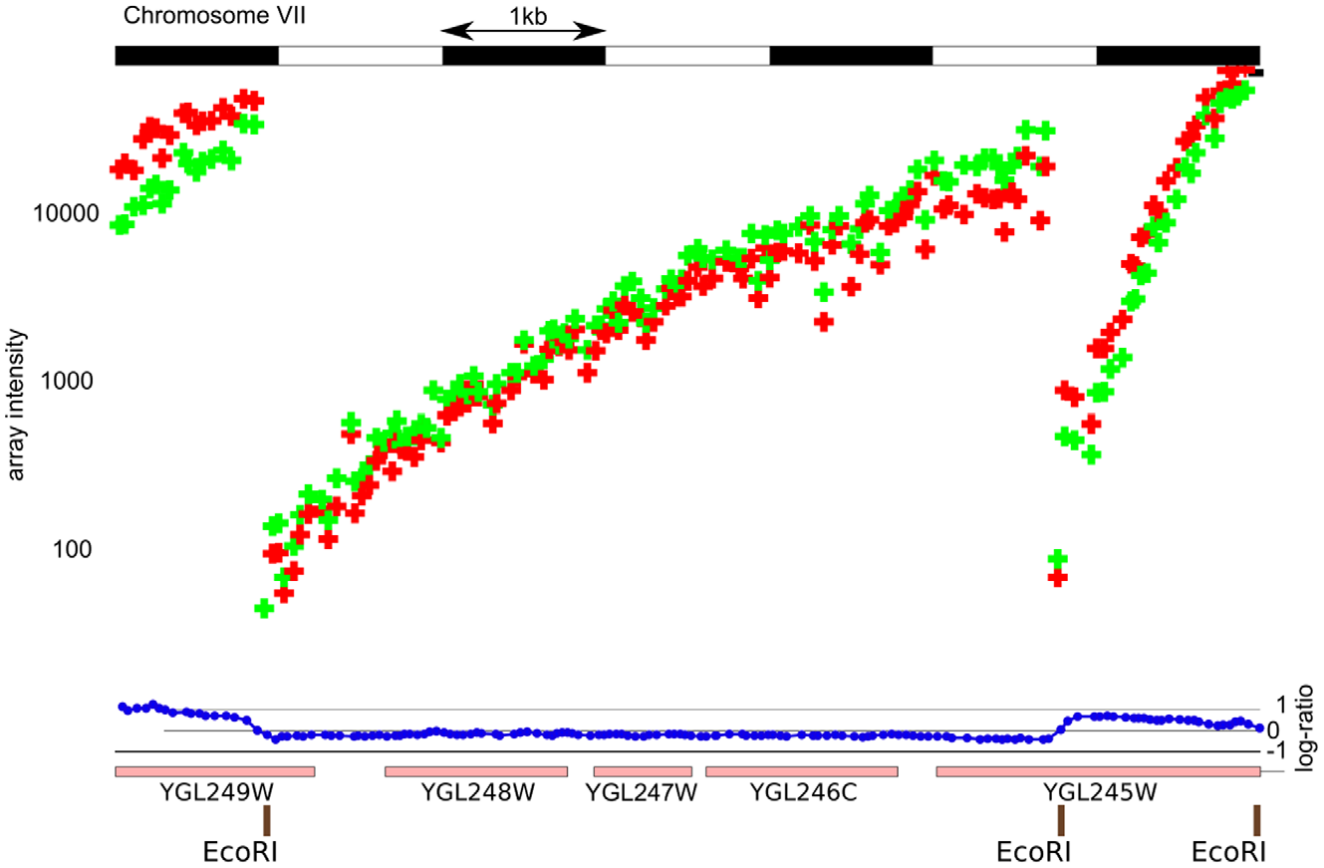
Log-intensities from a ruler array experiment over part of chromosome VII demonstrate the log-linear decrease in observed array intensity as distance increases from the restriction site. The red marks indicate probe observations from the S288c channel and the green marks indicate observations from the 

1278b channel. Note the similarity between the channels (blue marks towards bottom show the ratio between channels) and the relatively log-linear fall off between the restriction sites (brown tick marks at bottom). 

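The region from YGL249W (ZIP2) to YGL245W, drawn in Fig. 2, holds 159 retained probes between positions 33124 and 41121 of chromosome 7. EcoRI sites were found in the probe sequences at 34915 and 39773. The intensities of FY4 and Sigma1278b were correlated across these probes with a Pearson r of 0.977 on replicate 1 and 0.959 on replicate 2. In the fragment that ends at 34915 the slope of the mean log2 intensity was -2.69 per kb on replicate 1 and -1.36 per kb on replicate 2. In the fragment between the sites it was -1.46 per kb (r2 0.947) on replicate 1 and -1.11 per kb (r2 0.986) on replicate 2. To the right of 39773 the region holds only the left-hand end of a fragment of 7613 bp. No line described its 25 probes on replicate 1 or 24 on replicate 2 (r2 0.00574 and 0.00454). On replicate 1 the median log ratio was 0.77 to the left of 34915, -0.39 between the sites and 0.60 to the right of 39773, with SDs across probes of 0.21, 0.20 and 0.47. On replicate 2 the medians were 0.22, 0.26 and -1.17, with SDs of 0.17, 0.16 and 0.38, so that the fragments on either side of 34915 differed by less than the spread of their probes. The calling rule used here, which lets its windows run across EcoRI sites, made 3 calls in the region on replicate 1 and 1 on replicate 2. With windows that stop at EcoRI sites, each array still had a call in the region or within 250 bp of it.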

Note that the intensities are highest over the restriction sites (tick marks at bottom) and fall off roughly linearly.

Comparing ruler array hybridization data from two genomic samples reveals differences between the corresponding genomes (Figures 3 and S2). When a sequence is farther from the restriction site in one genome than the other, the observed probe intensities beyond that sequence will be lower in the corresponding channel. Thus, a discontinuity in a line fitted to the intensities in one channel and the absence of a discontinuity in the intensities of the other indicates a sudden jump in the distance of the probes from the restriction site (Figure 4). The intensity drop does not generally depend on the content of the insertion or deletion, only the change in distance between genomic points.

**Figure 3:**
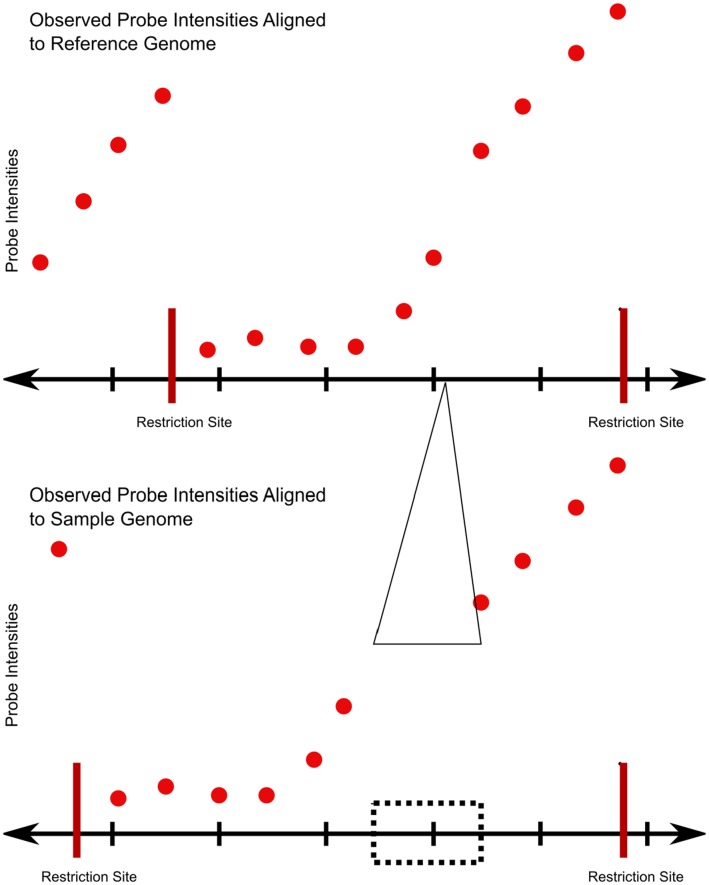
Schematic ruler array probe intensities at an insertion (top) show a drop over the insertion site. When probe intensities from a strain with an insertion are mapped to the reference genome, the intensities drop at the insertion site relative to the log-linear falloff over sequence that contains no indels. The bottom track maps the observed probe intensities to the strain from which the sample was generated, showing the expected linear falloff. In our protocol, samples from both strains are hybridized such that the analysis method can use the reference strain intensities to account for noise.

**Figure 4:**
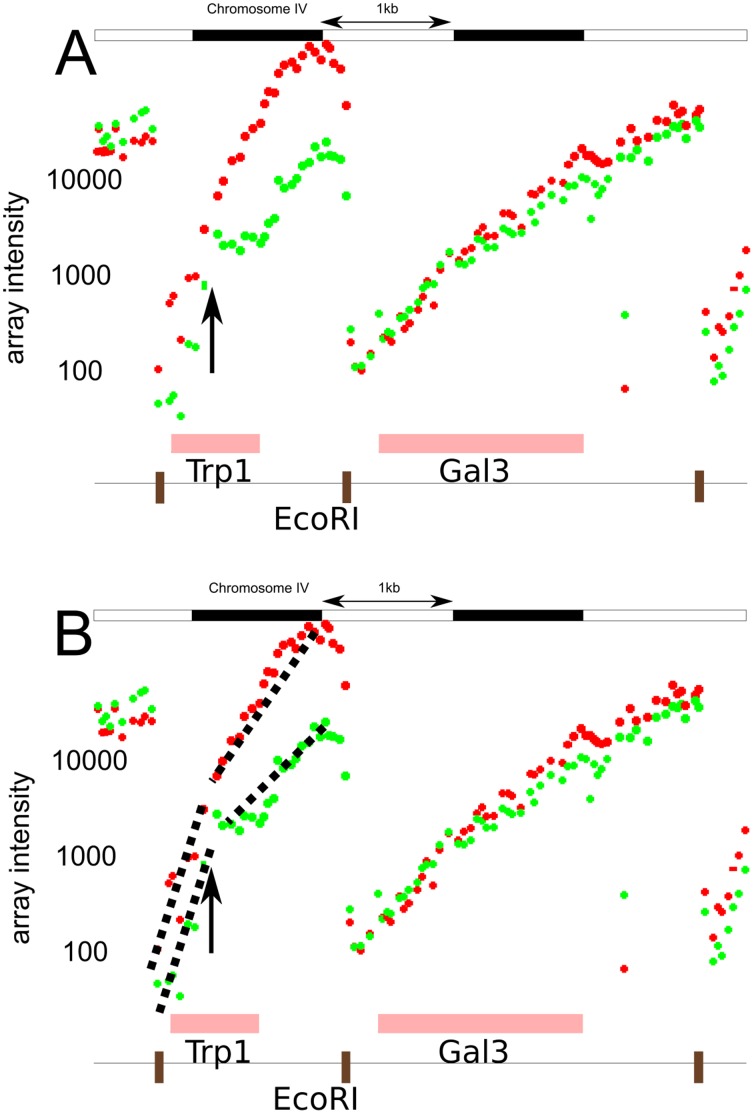
The ruler array analysis recognizes structural variants by fitting line segments to the microarray data and detecting differences in those segments between channels. (a) The observed Ruler Array intensities (red is S288c and green is 

1278b) at *TRP1* reveal the presence of the synthetic 1182 bp insertion (bacterial HISG) in this 

1278b *trp-* strain. The adjacent segment, which contains GAL3 and no differences between 

1278b and S288c, shows no differences between strains and the two channels’ intensities track very closely to each other. (b) The dashed black lines show the fitted segments at *TRP1*, emphasizing the insertion’s position by the difference in the segments fitted to the two channels. 

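The Table S1 interval in TRP1 runs from 462063 to 462289 on chromosome 4, inside an EcoRI fragment whose retained probes run from 461747 to 463190. On replicate 1 the median log ratio was 2.24 over the 18 probes to the right of the interval, towards the EcoRI site, and 1.75 over the 5 probes to its left. On replicate 2 the corresponding medians were 0.44 and 0.79. FY4 was therefore brighter on both sides of the interval on both arrays. The step in the log ratio inside the interval, the median of up to 8 probes on the right less that of up to 8 on the left, was 1.36 on replicate 1 and -0.41 on replicate 2, a mean of 0.47 ± 1.25 (SD, n = 2). The left-hand window reached past the end of the fragment. A call was made within 250 bp of the interval on replicate 1 and none on replicate 2. With no distance allowed, there was no call on either array, and within 1000 bp there was a call on both. In GAL3, the 29 retained probes between 463438 and 464993 had a median log ratio of 0.21 on replicate 1 and -0.40 on replicate 2, with an SD across probes of 0.31 and 0.09. The channels' intensities were correlated across these probes with a Pearson r of 0.996 and 0.998, and 0 calls lay between the probes of GAL3 on either array, while replicate 2 had a call within 250 bp of the gene. With windows of 12 probes, the largest mean step in the gene was -1.43 ± 0.99 (SD, n = 2).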

The sequences of the tiling array probes are from the S288c genome.

We compared the genomes of the *S. cerevisiae* haploid yeast strains S288c and 

1278b [24] using ruler arrays with strain specific genome assemblies serving as a control. Ruler array performance was calculated by comparing ruler array variant predictions to two sets of assembly-derived predictions. During curation of the long read 

1278b assembly, we selected 106 apparent indels of more than 100 bp relative to S288c for PCR confirmation. These indels were identified by several alignment programs (FSA [25], Blast [26], Blat [27], custom code) and by manual inspection of the alignment results. Thirty-six of the 106 resulted in PCR gel bands whose length differed by roughly 100 bp or more, giving a false positive rate of 66% for the early 

1278b assembly (Table S1 lists the confirmed changes). We detected a total of 114 additional indels between the genomes beyond the 106 selected for confirmation based on the final 

1278b assembly.

Two ruler array replicates identified roughly 75% of the PCR confirmed changes (28 and 25 of 36) and many (28 and 20 out of 114) of the set of 100 bp changes. 

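A discontinuity was called where the step in the log ratio was at least 0.5 (log2) in size and at least 5 robust SDs, and a Table S1 interval counted as called with a discontinuity in it or within 250 bp of it. Replicate 1 called 29 of the 36 intervals (80.6%, exact Clopper-Pearson 95% interval 64.0% to 91.8%). Replicate 2 called 30 (83.3%, interval 67.2% to 93.6%), and 25 were called on both arrays (69.4%, interval 51.9% to 83.7%). All intervals were also moved together along the probe order by 100000 random shifts, which called a mean of 9.89 intervals on replicate 1, 7.64 on replicate 2 and 4.65 on both. In each case 1 of these shifts called as many intervals as the true positions (one-sided permutation test, p = 2e-05, where the smallest possible p is 1e-05). The count moved most with normexp background correction on replicate 1, to 23, and with no distance allowed around an interval on replicate 2, to 23. The intervals called on neither array were 1023022 to 1023549 on chromosome 4, next to PHM6 and YDR282C, and 84216 to 89030 on chromosome 8, next to YAP3. Their largest steps in the mean of both arrays were 0.41 ± 0.03 and 0.34 ± 0.03 (SD, n = 2). The paper states that ruler arrays detect changes of more than 100 bp with high frequency.

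**Figure D2:**
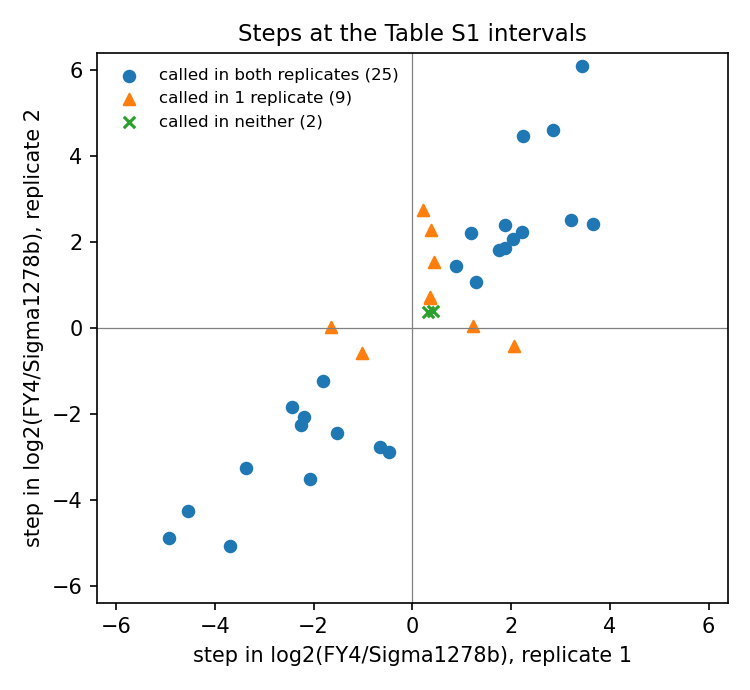
Step in log2(FY4/Sigma1278b) at each Table S1 interval on replicate 1 (x axis) and replicate 2 (y axis), each at the gap with the largest mean step within 250 bp of the interval, with marks for calls on both replicates, on 1 and on neither. Choosing the gap by the mean favours steps of the same sign, and the gap need not be the one called.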

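The Table S1 intervals with the largest mean steps lay at FLO1 on chromosome 1 (198508 to 203000, step -4.40 ± 0.21), at YFL052W and YFL051C on chromosome 6 (30048 to 30148, step 4.76 ± 1.87), at YHL008C and STE20 on chromosome 8 (93500 to 95000, step -4.38 ± 0.98), at YJL217W and YJL216C on chromosome 10 (21000 to 24500, step -4.91 ± 0.04) and at ARR1 and ARR2 on chromosome 16 (932800 to 941700, step 3.72 ± 1.23), each with its SD over n = 2 arrays. A negative step means that FY4 is relatively brighter to the left, the side away from the EcoRI site. The interval at ARR1 and ARR2 holds steps of both signs, and with normexp background correction its largest step was -3.66. The sizes depend on the values used. With the authors' per-probe table the mean steps were -7.44 ± 4.46 at FLO1 and -7.06 ± 2.92 at YHL008C and STE20. They were -7.14 ± 3.13 at YJL217W and YJL216C and 5.52 ± 3.81 at ARR1 and ARR2 (SD, n = 2). At each of these intervals the arrays differed more with that table than with the processed signals. At YJL217W and YJL216C the mean step was also -7.78 with windows of 12 probes and -3.83 with windows that stop at EcoRI sites.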

Due to noise and protocol variations between the replicates (such as the polymerase used), the two replicates discover similar but not identical sets of indels and their intersection represents a set of high quality calls. 

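Over the whole genome, 1978 discontinuities were called on replicate 1 and 1575 on replicate 2. Of those of replicate 1, 382 (19.3%) had a discontinuity of the same sign within 8 probes on replicate 2, against a mean of 121 and a maximum of 162 in 1000 random shifts of replicate 2. Of the Table S1 intervals, 4 were called on replicate 1 alone and 5 on replicate 2 alone. Across 211880 probes, which are not independent replicates, the log ratios of the arrays had a Pearson r of 0.38 and a Spearman rho of 0.04. Across the medians of 3305 EcoRI fragments the Pearson r was 0.18 and the Spearman rho -0.17. With normexp background correction the Pearson r across probes was 0.28, and with the authors' per-probe table it was 0.47.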

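The assembly of Sigma1278b was not used here, so discontinuities were not sorted into true and false calls. Of the discontinuities of replicate 1, 81.4% lay within 8 probes of an EcoRI site, as did 64.2% of those of replicate 2 and 58.1% of those on both arrays, against 25.5% of all gaps between probes. When windows stopped at the EcoRI sites found in the probe sequences, an alternative chosen after seeing the data, 649 discontinuities were called on replicate 1, 771 on replicate 2 and 247 on both. The 5 largest discontinuities on both arrays that lie over 1 kb from any Table S1 interval were at HIS2 and YFR026C (chromosome 6, 205791, step -5.25 ± 0.12), MSP1 (chromosome 7, 542985, step 4.31 ± 2.25), RGA1 (chromosome 15, 563721, step -3.92 ± 0.72), FAB1 (chromosome 6, 191378, step 3.87 ± 0.99) and YIL029C (chromosome 9, 301523, step -3.75 ± 0.72), with SDs over n = 2. At 205791 the step was -0.28 with windows of 5 probes. With the authors' per-probe table the step was -8.06 ± 3.77 there, -6.22 ± 2.37 at RGA1 and 6.50 ± 2.85 at FAB1 (SD, n = 2). With windows that stop at EcoRI sites, fewer than 4 probes lay on a side at 205791, MSP1 and RGA1, and no step could be taken. The windows used there therefore reached across a site. Fragments beside 205791 (205355 to 205671) and at MSP1 (543047 to 544222) recur among the whole fragments reported in the closing section.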

The two replicates also generated a number of false positive calls, predictions that do not correspond to a change of more than 4 bp. There were 553 false positives for the first replicate and 414 for the second.

We used a single replicate of an aCGH experiment between FY4 and 

1278b to compare aCGH’s performance against that of the Ruler Array. The experimental protocol used the non-enzymatic ULS labeling system to avoid amplification or dye incorporation biases.

Our HMM analysis of the aCGH experiment produced 183 calls. Twelve appear incorrect given the two genome assemblies and 33 are confirmed by the assemblies. The remainder occur in repetitive regions (e.g. TY, sigma, tau, and delta elements) such that both the CGH data and the assembly are likely to be incorrect.

The aCGH experiment found 21 of the 35 “must-find” indels and missed the remaining 14. Thirteen of the 35 were originally added to our list of known indels because of the aCGH experiment, so their detection is not surprising. Figure 5 shows two examples of insertions that the aCGH experiment misses because there is no change in the unique probes surrounding the changes.

**Figure 5:**
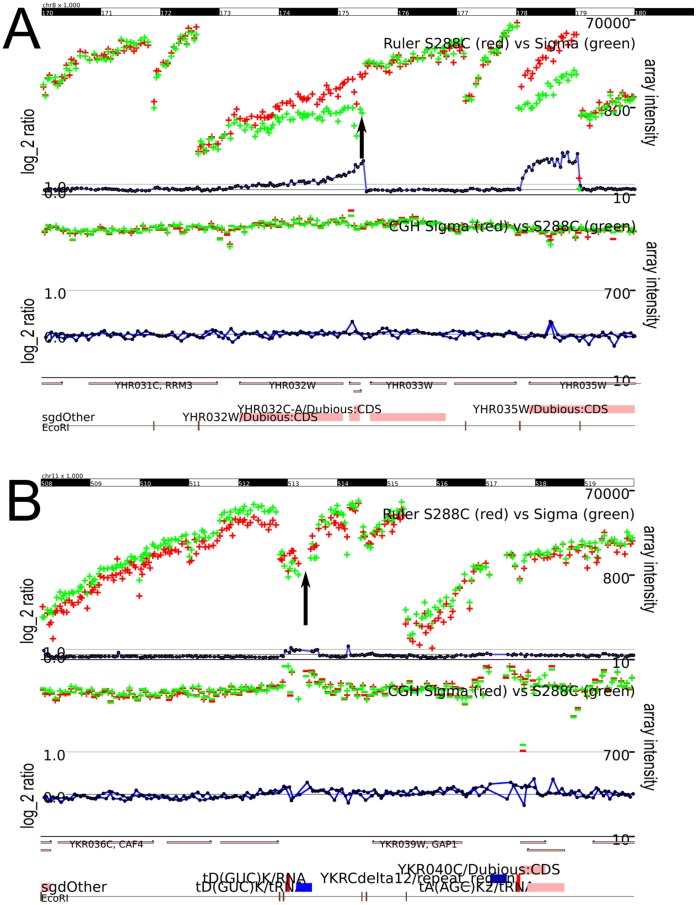
The ruler array can detect structural variants that array-CGH misses. (A) The ruler array (data in top track) successfully detects the insertion of roughly 100 bp on chromosome eight while the unique probes in the aCGH data show no difference. The red and green points show the channel intensities and the blue line shows the log-ratio. (B) The Ruler Array (data in top track) successfully detects the insertion of a TY element on chromosome eleven while the unique probes in the aCGH data show no difference. While the CGH data does show a difference in ratio over repetitive elements such as the TY family, it cannot localize the changes to particular insertion sites such as this one. In the aCGH plot, the FY4 intensities are green and the 

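The chromosome 8 insertion of Fig. 5A is the Table S1 interval from 175340 to 175738, in YHR033W. The log ratio stepped by -2.19 on replicate 1 and by -2.08 on replicate 2, a mean of -2.13 ± 0.08 (SD, n = 2). On replicate 1 the median log ratio was 2.06 over the 8 probes to the left of the step and -0.14 over the 8 to its right, and on replicate 2 the medians were 2.13 and 0.05. The TY insertion of Fig. 5B is the interval from 513003 to 513603 on chromosome 11, between KAE1 and GAP1. At the gap in the interval with the largest mean step, the step was 1.57 on replicate 1 and 1.80 on replicate 2, a mean of 1.68 ± 0.16 (SD, n = 2). A positive step leaves FY4 relatively dimmer to the left. For a TY insertion on chromosome 11, the paper's Figure S2 states the opposite, with Sigma1278b dimmer to the left. Within 250 bp of the interval, the largest step of either sign on each array was 1.76 in size on replicate 1 and 2.00 on replicate 2. This interval holds steps of both signs, so that the sign of the largest mean step changed with some settings, to -1.76 without the rotation of the channels, -1.53 with windows of 5 probes and -1.66 with windows that stop at EcoRI sites. Both insertions were called on both replicates. With no distance allowed, the call at the TY insertion was lost on replicate 1. With windows of 12 probes, the call at the chromosome 8 insertion was lost on replicate 2.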

1278b intensities are red; the ratio is shown in blue. Both methods clearly show a deletion in 

1278b at the left edge of the plot.

To more accurately compare the aCGH experiment to the Ruler Array experiment, we re-ran the analysis using only array probes with a unique genomic location; this excludes probes that map to TY or other repetitive elements. By only including unique probes, we now know the location of any change that the aCGH experiment detects. On this input, the same HMM analysis produced only 18 calls and found 6 of the 35 “must find” events.

Our ruler array experiments comparing S288c to 

1278b revealed non-uniform polymerase processivity at particular sequence elements. Poly A, AT, or AAT repeats, often found at transcription stop and start sites [28], sometimes caused rapid termination of the polymerase extension and a corresponding drop in observed intensity. 

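Perfect runs of at least 12 A or T bases, 8 AT units or 5 AAT units were sought in the sequence covered by the probes, and 780 of the 980 found could be measured on each array. At each, the drop in mean log2 intensity from the 4 probes on the side of the EcoRI site to the 4 probes beyond was taken, less the drop expected from the slope of the fragment. The median drop over all repeats was 0.28 on replicate 1 and 0.19 on replicate 2, above each of 10000 random lists of places matched on the distance from the site. At 88 AT repeats the median drop was 1.84 on replicate 1 and 0.83 on replicate 2, and at 22 AAT repeats it was 1.76 and 1.39. At 339 runs of A it was 0.23 and 0.13, and at 331 runs of T 0.19 and 0.15. A drop of at least 1 occurred at 18.6% of the repeats on replicate 1, against 4.30% of random places, and at 13.5% on replicate 2, against 2.92%. With the longer runs alone, of at least 18 bases, 12 AT units or 8 AAT units, the median drops over all repeats were 0.40 and 0.27.

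**Figure D3:**
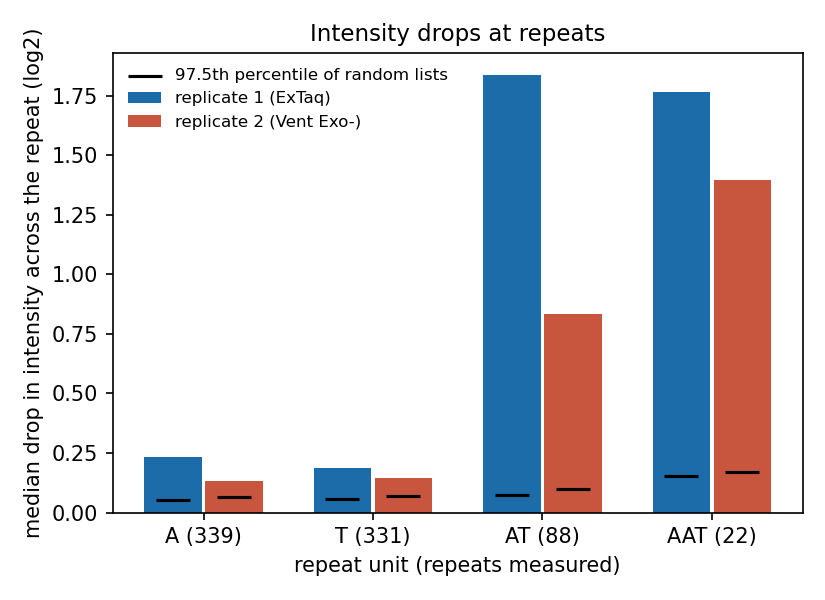
Median drop in log2 intensity across each kind of repeat on replicate 1 and replicate 2, with the number of repeats measured. Black marks give the upper end of the central 95% of the medians of the random lists, which is 0.07 on replicate 1 and 0.10 on replicate 2 for AT repeats.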

In many cases, a small change in the length of such a repeat sequence leads to a discontinuity in the ruler array signal such as one might expect from a large insertion. Thus, we detect certain insertions and deletions as small as 2 bp when they occur in these repeats. Figure 6 shows two such examples. These repeats may also cause reduced signal in downstream sequence.

**Figure 6:**
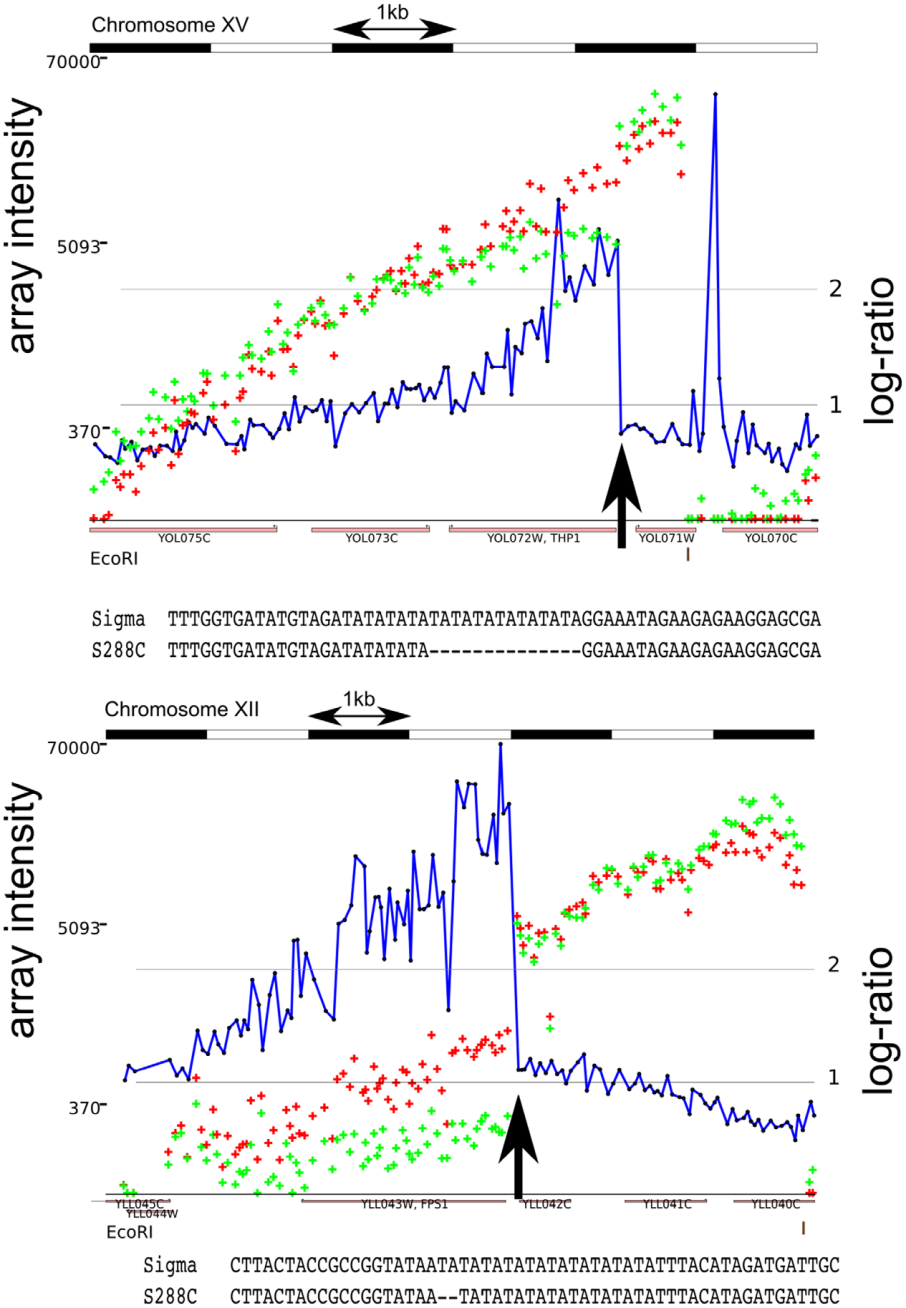
Two examples of Ruler Array data (S288c in red, 

1278b in green) and genomic sequence demonstrating the impact of AT repeat length changes on polymerase processivity. The 

1278b intensities fall suddenly over the repeat. Both examples were sequenced in both directions to confirm the repeat length difference, 14 bp in the upper example and 2 bp in the lower.

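The sequence flanking the repeat near THP1 (YOL072W) was found in the probe sequences of chromosome 15 from 196336 to 196369. Within 250 bp of it the log ratio stepped by -1.47 on replicate 1 and -1.56 on replicate 2, a mean of -1.52 ± 0.07 (SD, n = 2), at EMI5. The sequence flanking the repeat near FPS1 (YLL043W) was found on chromosome 12 from 52001 to 52054, with 30 bases of the repeat in no probe. There the log ratio stepped by -1.52 on replicate 1 and -0.76 on replicate 2, a mean of -1.14 ± 0.54 (SD, n = 2). Both steps were taken at gaps to the right of the sequence, towards the EcoRI site, from 196501 to 196540 near THP1 and from 52074 to 52108 near FPS1. A negative step leaves FY4 relatively brighter to the left of the gap, the side away from the EcoRI site. The change in the log ratio was thus not placed at the repeat itself. Both sites were called on both arrays. The call near FPS1 was lost on replicate 2 with normexp background correction, with windows of 12 probes and with a smallest step of 1, and the call near THP1 was lost on replicate 2 with windows of 12 probes. With no distance allowed around the sequence, neither was called on either array.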

## Discussion

We have shown that the ruler array technology can detect structural variants between two closely related strains of haploid yeast, detecting changes of more than 100 bp with high frequency. We found that ruler arrays can fail to detect structural variants between haploid genomes for three reasons. 

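The distance from the right-hand EcoRI site could be measured for 33 of the Table S1 intervals. Its median was 1835.5 bp for the 31 intervals called on at least 1 array and 4205.5 bp for the 2 called on neither (two-sided exact permutation test of the difference in medians, p = 0.235). Those 2 lay at 994.5 bp (chromosome 4) and 7416.5 bp (chromosome 8), on either side of the median of the called intervals. A difference in medians cannot test whether variants both too close and too far are missed. When the 22 intervals called on both arrays were set against the 11 others, the direction was the opposite, with medians of 2280.5 bp and 1310.5 bp (two-sided permutation test, p = 0.69).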

First, a variant may be too close or too far from the restriction site being used such that the variant’s discontinuity is not detectable. Second, an insertion may carry a restriction site that counters an expected intensity drop. Third, the ruler array may miss changes in poorly tiled regions of the genome such as the telomeres or long clusters of repetitive elements.

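The density of retained probes in and within 250 bp of the Table S1 intervals had a median of 17.5 probes per kb for the 34 intervals called on at least 1 array and 9.35 probes per kb for the 2 called on neither (two-sided exact permutation test of the difference in medians, p = 0.0714). Of the latter, the interval on chromosome 8 had 5.08 probes per kb and that on chromosome 4 had 13.6, while 4 called intervals had fewer than either, from 2.49 to 4.53. The difference in medians was 2.69 probes per kb between the 25 intervals called on both arrays and the 11 others (two-sided permutation test, p = 0.2).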

Diploid genomes present challenges for the ruler array as the signals from the two chromosomes will be averaged, thus making detection more difficult. Furthermore, the two chromosomes might contain different restriction sites due to SNPs, generating additional signal that may be difficult to interpret.

The ruler array obviously depends on the characteristics of the polymerase. As mentioned, certain sequence elements cause frequent termination. 

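Of 1937 EcoRI fragments with a fitted slope on both arrays, 97.7% had a steeper slope with ExTaq than with Vent Exo-. The median difference in slope was -0.63 per kb, and the slopes of the arrays were correlated across fragments with a Spearman rho of 0.851. With only the probes within 1500 bp of the site, 65.7% of 1853 fragments had the steeper slope with ExTaq, and the median difference was -0.23 per kb. Fragments of about 8000 bp were also split at the midpoint. The part nearer the right-hand site had a median slope of -0.93 per kb with ExTaq and -1.19 with Vent Exo-, and the far part -1.39 and 0.13. In those of about 1000, 2000 and 4000 bp, both parts were steeper with ExTaq. With 1 array per polymerase, the difference in slope compares those arrays and has no replicate check.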

On normal sequence, the polymerase’s processivity determines the slope of the decrease in signal over distance. 

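At the Table S1 intervals, the median size of the largest step on each array, within 250 bp of the interval, was 1.94 with ExTaq, the array with the steeper fall, and 2.23 with Vent Exo-. The step was larger with ExTaq at 16 of the 36 intervals, and at 10 of the 25 called on both arrays. Windows crossed EcoRI sites, and labelling and dye orientation also differed between the arrays, so these counts do not isolate the effect of the slope.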

A polymerase with poor processivity generates a higher slope and thus a greater change in observed intensity for a given indel than a more processive polymerase. However, our experience indicates that the benefits of the higher slope are outweighed by the fact that fewer microarray probes observe the change in intensity (the higher slope means the signal reaches background over less distance). Other characteristics of the polymerase, such as priming efficiency, may influence the overall efficiency of the reaction and the maximum signal level. These characteristics may change the sensitivity of the method but are unlikely to generate spurious calls as they would effect both channels equally.

We believe the ruler array offers a novel and potentially useful technology for surveying related genomes for structural changes in both repetitive and non-repetitive DNA elements. While the current protocol suffers from a high false positive rate, it offers an effective complement to sequencing-based approaches. Further refinement could lead to the development of a ruler array based sequencing assay as a proofreading technique to check newly assembled genomes for large structural variants indicative of misassembly.

## Materials and Methods

### Adapter Design

The adapter (and therefore primer) sequences were chosen to match the overhang left by EcoRI, have minimal genomic matches in yeast, and have a melting temperature suitable for the polymerase extensions. The sequence used was

5′ P-AATTGGAGGAGGGAAGGGGG-B 3′

3′ CCTCCTCCCTTCCCCC 5′.

where P indicates a 5′ phosphate (necessary for the ligation) and B indicates a 3′ biotin to allow purification of the ligated material from the remainder of the reaction mix.

Note that the shorter oligo serves both as part of the adapter (in the ligation reaction) and as the primer in the polymerase extensions.

### Sample Preparation

The ruler array protocol begins with 20 

g of pure *S. cerevisiae* genomic DNA prepared using standard laboratory protocols. The DNA sample was digested using a suitable restriction enzyme (eg, EcoRI). Digested DNA was then treated with Calf Intestinal Phosphatase (CIP) to remove the 5′ phosphate from the digested products in turn preventing genome reassembly during adapter addition. Phenol Chloroform extraction and ethanol precipitation removed restriction enzymes and CIP. Purified digested genomic DNA was ligated to 1.6 

M of biotin labeled primer pair for 16 hours at 16°C. Ligation products were bound to Streptavidin beads using the Dynabeads kilobase Binder kit. Polymerase extension reactions were initiated with Vent Exo- or ExTaq polymerase from the ligated primer. Aminoallyl dUTP are included at a concentration of .3 mM in the extension reactions and the DNA extension products were labeled with Alexa Fluor reactive dyes using established protocols. Labeled DNA is purified using a QIAGEN spin column. Dye incorporation was assessed by nanodrop and DNA containing between 30 and 100 pmol of dye was applied to a Agilent yeast whole genome array (238 k non-control 60 bp probes, Agilent microarray design 147411). After incubating at 65°C for 40 hours arrays were scanned using Agilent DNA Microarray Scanner and images were feature extracted using Agilent feature extraction software.

### Data Processing

Probes were mapped to the October 2006 S288c reference genome from the Stanford Genome Database using Blat [27]. 

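In the files, the part of a retained probe that matches the genome is at least 50 bases long, and 3683 retained probes have exactly 50. Of the 18455 nuclear probes left out of the authors' table, 98.8% have 45 to 49 such bases. The authors' table holds 217785 probes, 91.5% of the non-control probes.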

We retained probes that had only a single hit of more than 50 bp; probes mapping to multiple locations were ignored. We normalized the two channels to each other by multiplying the Cy5 intensities by median(Cy3)/median(Cy5) to account for differences in the amount of dye hybridized in each channel. 

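In the scanner's processed intensities of the retained probes, the median of Cy5 over the median of Cy3 was 0.991 on replicate 1 and 0.948 on replicate 2 before this scaling. The slope of the regression of log Cy5 on log Cy3 was then 0.934 and 0.975. After the rotation, the log2 intensities of the strains were correlated across probes with a Pearson r of 0.954 on replicate 1 and 0.952 on replicate 2.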

We further normalized by computing the regression line of the log-transformed Cy5 values on the log-transformed Cy3 values and then rotating the log values such that this line is the diagonal.

Our analysis method performs simultaneous segmentation and linefitting on the log-transformed intensities. A basic, single-channel segmentation and linefitting procedure minimizes
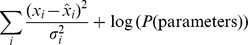
where 

 is the log-transformed intensity observation, 

 is the estimated variance for the observation, and the probability of the parameters penalizes the use of more segments. The estimated variance depends on the local co-linearity of the log-transformed intensities and a term based on the intensity.

We extended this segmentation and linefitting method to handle both channels simultaneously and incorporate prior probabilities of using the same segment boundaries in both channels and to using the same segment slopes in both channels (we found that using the same intercept yielded worse performance than constraining only the slope). The analysis of the resulting fitted segments calls an indel at a segment boundary that exists in one channel but not the other or at segment boundaries at which the intensity change differs substantially between channels (Figure S3). The supporting methods (Text S1) present a more thorough description of the normalization and analysis technique.

The ruler array analysis software and sample data are available at http://cgs.csail.mit.edu/rulers/.

### Data and Code

The datasets used for this work and the code (source and compiled) are available at http://cgs.csail.mit.edu/rulers. The array data is available at GEO under accession number GSE23524.

## Supporting Information

Figure S1 **Plot of predicted log-intensity vs distance for intervals of size 1000, 2000, 4000, and 8000.** The probability of termination at any base is.001 in all four intervals. Note the relatively linear shape over most of the interval followed by a more rapid decrease as the end effects become dominant.
(PNG) Click here for additional data file.

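Each fragment was split at its midpoint into a near part, next to the right-hand EcoRI site, and a far part, and their measured slopes were compared in fragments within 15% of the lengths in Figure S1. On replicate 1 the median slope went from -3.50 per kb in the near part to -8.23 in the far part of 283 fragments of about 1000 bp, and from -0.93 to -1.39 in 212 fragments of about 8000 bp. On replicate 2 it went from -1.86 to -3.68 in 282 fragments of about 1000 bp, and from -1.19 to 0.13 in 212 fragments of about 8000 bp. The far part was the steeper in 86.0% of 414 fragments of about 4000 bp on replicate 1 and in 54.8% on replicate 2.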

Figure S2
**Ruler array data at a TY element insertion on chromosome XI in 

1278b.** Note the blue line, which indicates the channel ratio. To the right of the insertion, marked by the black arrow, the ratio is close to one. To the left of the insertion, the 

1278b probe intensities are lower than the S288c intensities and the ratio increases accordingly.(PNG)Click here for additional data file.

Figure S3 **The four cases in which the Ruler Array analysis infers the presence of an indel from the segment fitting output.** In (a), the segment fitting used one segment to fit the green channel but two segments to fit the red channel; consequently, the analysis makes a call at the split point in the red channel. In (b), the segment fitting used two segments in each channel. The green channel is greater to the right of the break but of lower magnitude to the left. If the change is large enough, the analysis calls this boundary an indel. This change is commonly observed at AT repeat length changes. Example (c) illustrates another change common at repeat length or repetitive element changes. There is a segment boundary in both channels, but the intensities drop much more in one channel than the other. A restriction site, or the insertion of an element that contains a restriction site such as a TY, generates the signature seen in (d).
(PNG) Click here for additional data file.

Table S1
**The 36 PCR-confirmed indels between S288C and 

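Table S1 lists the changes as 36 intervals of the reference, each with a chromosome, a start and an end. The intervals are 101 to 8901 bp long, with a median of 1328 bp. An interval marks where the change lies and does not state its size or which strain carries the longer allele.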

1278b used for Ruler Array validation.**
(TXT)Click here for additional data file.

Text S1 **Supporting text one presents the the normalization methods and linefitting technique.**
(PDF) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

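FY4 and Sigma1278b genomic DNA was compared on 2 two-colour Agilent arrays, 1 per replicate, with the dyes swapped between them. The scanner software wrote, and the authors deposited, an intensity per spot and channel. Its processed signal is background-subtracted and linearly dye-normalized, and the mean signal and local background are given beside it. The authors also deposited a table per array with a normalized Cy5 and Cy3 intensity per probe at S288c positions. In replicate 2 this table is the background-subtracted signal scaled by 1 factor per channel, and in replicate 1 it is not an exact multiple of it, and 865 Cy5 and 1208 Cy3 values stand at 10.

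Rows of the authors' table were joined to the probes of the scanner files, 217669 of them by both channel values and 116 by position alone, and 10 pairs of rows that found the same probe were reduced to 1. The paper's normalization was applied to the processed signals: Cy5 was scaled to the median of Cy3 and the log2 values were rotated onto the diagonal. Control spots and spots marked as non-uniform in either channel were left out, and saturated spots were kept. At most 0.433% of probes were not well above background in any channel.

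At each gap between neighbouring probes, the step was the median log ratio of up to 8 probes on the right less that of up to 8 on the left, with at least 4 on each side. Steps of at least 0.5 (log2) and at least 5 robust SDs (1.4826 times the median absolute deviation) among gaps in the same of 5 groups of intensity were called, and called gaps of the same sign closer than 8 probes were merged. No genome sequence was used, so windows ran along the chromosome, which makes the setting with windows across EcoRI sites, listed in advance, identical to the setting reported. The paper's segment fitting was not used here, since the supporting text that describes it was not at hand. The array comparison by CGH and the assembly of Sigma1278b were not analysed here.

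The text names the genes and regions the paper names, the Table S1 intervals called on neither array, the 5 Table S1 intervals and the 5 other discontinuities with the largest mean steps, and the 3 EcoRI fragments with the largest median log ratio of the same sign on both arrays. Fragments and segments beyond this rule were named after their values were seen. Gene names are those of the array files, and 5640 of 5664 systematic names matched the R64 RefSeq table.

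Calls were compared with 100000 random shifts, called and missed intervals with permutation tests (100000 resamples, or exact with fewer than 10 intervals in a group), and repeats with 10000 random lists. Alternatives were the authors' per-probe table, median-centring without rotation, limma's normexp background correction with an offset of 50, leaving out dim and saturated probes, windows of 5 and 12 probes, a smallest step of 1, 4 robust SDs, hits within 0 and 1000 bp, limma's lmFit and eBayes on the steps of both arrays with Benjamini-Hochberg adjustment, slopes within 1500 bp, longer repeats, 6 probes per side, and each replicate left out.

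The calling rule was tested on simulated data with 200 steps of 0.5, 1 or 2 over noise of each array's size across 217775 probes. It recovered 171 steps with the noise of replicate 1 and 166 with that of replicate 2, with 0 calls elsewhere. That noise has no differences between neighbouring fragments and sets its own robust SD. It therefore gives neither a rate of false calls nor the share of true steps called in the data. At the missed interval on chromosome 4, for instance, a step of 0.42 was 3.11 robust SDs on replicate 1. On replicate 2 a step of 0.39 there was 2.09 robust SDs, so a step of 0.5 would not be called at that gap on either array. Slopes simulated at -1.5 per kb were recovered with a median of -1.50 on both arrays. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9, R 4.3.3 and limma 3.58.1 were used.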

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

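Of the tests in this part, those of unrelated differences on the arrays and of signal near background were chosen only after the result was seen, and the others before it.

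Whole EcoRI fragments outside Table S1 differed between the strains. Among 3312 fragments with at least 8 retained probes, 117 had a median log ratio of at least 1 in size on both arrays. The same strain was the brighter on both arrays in 80 of them, 58 for FY4 and 22 for Sigma1278b, and opposite strains in 37. Of the 80, 63 lie over 1 kb from any Table S1 interval, a signal at places the paper does not list. Replicate 2 was shifted along the order of the fragments by each of 3311 shifts, which gave a mean of 18.5 and at most 34 fragments with the same strain brighter (one-sided permutation test, p = 0.0003, the smallest these shifts can give). The 80 therefore argue against unrelated differences on the 2 arrays as the whole cause, though chance at that rate may account for some of them. The strongest of the 63, named after its values were seen, lies at 947981 to 950394 on chromosome 4 and covers AMD2 and PRP28, with a median log ratio of 3.59 on replicate 1 and 5.12 on replicate 2. In 14 of the 63, FY4 was brighter by at least 2 on both arrays. An EcoRI site missing from Sigma1278b at the right-hand end would leave the Sigma1278b signal level across that site while FY4 rises leftwards by over 2, and 0 of the 14 had this shape on both arrays. Sequence absent from Sigma1278b would leave most probes in the lowest 5% of Sigma1278b signals, which was the case in 0 of the 14 on both arrays. A check made afterwards found it in only 1 of the 3 fragments with the largest log ratios, which lie in or next to Table S1 intervals, so that absent sequence and other causes cannot be told apart by this test. A difference between the strains' genomes stays open as a hypothesis, and the Sigma1278b sequence was not used here to test it.

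The array also holds 1678 probes of the mitochondrial chromosome, which the authors' table leaves out. In 3 of 79 segments of 1 kb with at least 10 probes, FY4 was brighter by a median of at least 1 on both arrays, and in 0 segments was Sigma1278b. Named after their values were seen, the segments start at 24000 (AI5_BETA, 2.78 on replicate 1 and 2.98 on replicate 2), 79000 (COX3, 3.68 and 1.72) and 81000 (2.18 and 1.98). Opposite strains were brighter by at least 1 in 0 segments. Shifts of replicate 2 along the segments gave at most 2 segments with FY4 brighter on both arrays (one-sided permutation test over 78 shifts, p = 0.013, the smallest these can give), which argues against unrelated differences on the 2 arrays. On replicate 1, the Sigma1278b channel was well above background for 92.6%, 61.3% and 73.3% of the probes of the segments at 24000, 79000 and 81000. Over only those probes that were well above background in both channels of both arrays, FY4 stayed brighter by a median of at least 1.67 on each array in the 3 segments, which argues against signal near background as the whole cause. A difference between the strains' mitochondrial genomes stays open and was not tested.

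The authors' table leaves out 18237 nuclear probes with 45 to 49 genomic bases. On replicate 1 their log ratio followed the median of the 8 nearest retained probes with a Pearson r of 0.915, and on replicate 2 with 0.934, a signal in probes the paper does not use. For retained probes with 50 to 52 genomic bases the r was 0.932 and 0.955. The difference, -0.0208 on the array where it was larger, lies within the margin set in advance for probes that measure the same log ratio as their neighbours. No biological explanation was tested.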

How the results depend on the processing

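Except for windows that stop at EcoRI sites, chosen after seeing the data, the alternatives in this part were set before the data were examined. Of 293 alternative values, 242 kept the direction and the side of the threshold or stayed within the spread, 44 moved and 7 reversed.

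The number of Table S1 intervals called stayed between 23 and 31 on replicate 1 and between 23 and 32 on replicate 2, and stayed above chance under every alternative that made calls per array. The number of discontinuities was less stable. On replicate 2 it went from 1575 to 1034 with windows of 12 probes and to 1029 with a smallest step of 1, and rose to 2338 with windows of 5 probes and to 2156 with 4 robust SDs. The number on both arrays, 382, rose to 569 with windows of 5 probes. Windows that stop at EcoRI sites gave 649 on replicate 1, 771 on replicate 2 and 247 on both. That drop follows from the construction for discontinuities that lie at the sites. limma on the steps of both arrays, with Benjamini-Hochberg adjustment, called 0 discontinuities and 0 Table S1 intervals, with a smallest adjusted p of 0.599. An unadjusted p under 0.05 was reached at 6.04% of the gaps, little above the 5% that chance gives. With a step of at least 0.5 these gave 1060 discontinuities and 30 intervals, against a mean of 5.43 intervals in random shifts. With 2 arrays that test has 1 residual degree of freedom per gap.

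Steps that raise the log ratio to the right were 46.5% of the discontinuities of replicate 1, 60.6% with median-centring without rotation, 59.2% with windows that stop at EcoRI sites and 38.8% with normexp background correction, so the balance of directions on that array depends on the processing. On replicate 2 the share stayed between 43.6% and 51.4%.

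Among the named sites, the largest step of the region in Fig. 2 reversed to 0.25 with windows that stop at EcoRI sites. At the TY insertion on chromosome 11 it reversed to -1.76 without rotation, -1.53 with windows of 5 probes and -1.66 with windows that stop at EcoRI sites. At ARR1 and ARR2 it reversed to -3.66 with normexp background correction. The last 2 intervals hold steps of both signs, and the largest of them changes with the setting. At TRP1 the mean step of 0.47 ± 1.25 became -0.29 ± 0.22 with windows of 5 probes, a change of sign within the spread between replicates. At GAL3, where the mean step was below the size of a call (0.26), it was -1.43 ± 0.99 with windows of 12 probes. Of the 167 values for named sites, 37 moved by more than the spread between replicates. Among the largest Table S1 intervals, 3 changed by over 1.5 times. With the authors' per-probe table these were FLO1 (-7.44 ± 4.46 against -4.40 ± 0.21) and YHL008C and STE20 (-7.06 ± 2.92 against -4.38 ± 0.98). The arrays differed more with that table. With windows of 12 probes it was YJL217W and YJL216C (-7.78 ± 0.86 against -4.91 ± 0.04). The discontinuity at HIS2 and YFR026C shrank from -5.25 to -0.28 at its gap with windows of 5 probes. At that gap fewer than 4 probes lay between an EcoRI site and the gap, so the window of 8 probes took most of its left-hand values from beyond the site. On replicate 1 the median log ratio left of the gap, 4.15, was the same as that of the neighbouring fragment from 205355 to 205671. The cause of the other changes was not tested.

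The difference in the distance from the EcoRI site between called and missed intervals, -2370 bp, reversed to 970 bp when intervals called on both arrays were set against all others. With each replicate left out in turn it ranged from -726.5 to 1360.5 bp, the latter without replicate 1. The cause was not tested. The slopes of the intensity, the drops at repeats, the Pearson correlation between replicates and the difference in probe density kept their direction under all their alternatives. The last shrank from 8.20 probes per kb to between 2.69 and 3.17 with either replicate left out, and to 2.69 with intervals called on both arrays set against all others. The difference in slope between the arrays kept its direction, but its median shrank from -0.63 to -0.23 per kb with only the probes within 1500 bp of the site. Leaving out dim and saturated probes removed at most 0.433% of the probes of a channel as dim, so it tests little. Normexp background correction, whose offset shrinks the log ratios of dim probes by construction, changed replicate 1 from 1978 to 1617 discontinuities and from 29 to 23 Table S1 intervals, and replicate 2 from 1575 to 1502 discontinuities with 30 intervals in both cases. How far the signal over background limits the calls was not tested beyond this.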

Differences from the paper's values

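No count in this part differed from the paper's by more than 1.5 times. The paper's counts of called Table S1 intervals are 28 for replicate 1 and 25 for replicate 2, and the counts here are 29 and 30. The rule here is not the paper's segment fitting. It made 1978 and 1575 calls over the genome, and random shifts called a mean of 9.89 and 7.64 intervals. Similar counts of intervals therefore do not show that the 2 methods perform alike. The alternatives set before the data were examined gave 28 on replicate 1 with the authors' per-probe table, and none of them gave 25 on replicate 2. Windows that stop at EcoRI sites, chosen after seeing the values, gave 28 on replicate 1 and 31 on replicate 2.

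The paper shows the insertion at TRP1 as a difference between the strains' fitted segments, and states that a strain with an insertion is dimmer beyond it. Here the median log ratio on replicate 1 was lower beyond the interval (1.75) than on the side of the EcoRI site (2.24), the opposite direction. On replicate 2 it was higher beyond it (0.79 against 0.44), in the paper's direction. With calls counted within 250 bp of the interval, replicate 2 had none there under the normalizations, windows and thresholds tried, and within 1000 bp it had one. At the TY insertion on chromosome 11, the largest mean step was positive on both arrays (1.57 and 1.80), opposite to the direction in Figure S2. It took the direction of Figure S2 with windows that stop at EcoRI sites (-1.66), with windows of 5 probes (-1.53) and without rotation (-1.76). The interval holds steps of both signs, so the largest step does not settle whether the arrays differ from Figure S2.

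The paper states that a polymerase with a steeper fall gives a greater change in intensity for a given indel. The largest step of either sign within 250 bp was larger on the array with the steeper fall at 16 of 36 Table S1 intervals. Its windows crossed EcoRI sites, and labelling and dye orientation also differed between the arrays. Within 1500 bp of the site, the median difference in slope was only -0.23 per kb. The count therefore does not isolate the effect of the slope and is no test of the paper's statement.

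Figure S1 predicts a faster fall towards the far end of a fragment. In fragments of about 8000 bp on replicate 2, the far part was the steeper in 16 of 212, and its median slope was 0.13 per kb. In all other groups of length and array, the far part was the steeper in 54.8% to 93.1% of fragments, the predicted direction.

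The paper states that it retained probes with a hit of more than 50 bp, and 3683 retained probes have a genomic part of exactly 50 bases. That part was taken from the coordinates in the array design, and the paper's hits came from Blat, which was not run here.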

Other observations

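Of the tests in this part, that of the edges of steps was chosen before its result was seen, and the others only after.

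The 3 EcoRI fragments with the largest median log ratios of the same sign on both arrays lie in or within 1 kb of Table S1 intervals. They are 934818 to 937429 on chromosome 16 (SGE1, 6.50 ± 0.66), 938600 to 941570 on chromosome 16 (ARR1, ARR2 and ARR3, 6.49 ± 0.81) and 19589 to 24000 on chromosome 10 (HXT9, YJL218W and YJL217W, 5.86 ± 0.42), with SDs over n = 2.

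In 37 fragments opposite strains were brighter by a median of at least 1 on the 2 arrays, Cy5 being the brighter dye on both arrays in all 37. Shifts of replicate 2 along the fragments gave a mean of 36.1 such fragments (one-sided permutation test, p = 0.46). The shifts keep the excess of Cy5 on each array, so they cannot exclude a Cy5 effect shared by both. On replicate 1 FY4, in Cy5, was brighter by at least 1 in 472 fragments and Sigma1278b in 40. On replicate 2 Sigma1278b, in Cy5, was brighter in 244 and FY4 in 109. Spearman's rho between fragment length and log ratio was -0.21 and 0.55, so Cy5 was relatively brighter in shorter fragments on both arrays. The median length of the 37 was 1440 bp, against 2512 bp for all fragments tested and 2679 bp for those with the same strain brighter. Random lists of 37 fragments rarely had a median as short (one-sided permutation test, p = 0.0062), which is consistent with an effect of short fragments. Dye, polymerase and labelling changed together between the arrays and stay open.

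Single probes were compared with the medians of the 4 neighbours on each side in the same fragment. Among 116299 probes with a mean log2 intensity of at least 9, 198 deviated by at least 1 towards FY4 on both arrays, 117 towards Sigma1278b and 6 in opposite directions. Bases of Sigma1278b that differ from the probe would leave FY4 the brighter at nearly all of them, so the 117 argue against this as the whole cause. Of the 117, 89.7% lie within 8 probes of a call, against 17.6% of all probes compared, so edges of steps in the log ratio may account for most of them. Of the 198 towards FY4, 111 (56.1%) also lie near a call. Away from calls, 87 probes deviated towards FY4 and 12 towards Sigma1278b, and differing bases stay open for these.

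The FY4 and Sigma1278b channels fell off at slightly different rates, with a median difference in slope (FY4 less Sigma1278b) of -0.06 per kb on replicate 1 and -0.09 per kb on replicate 2. Without the rotation of the channels, which sets their relative scale, the difference was 0.0457 per kb on replicate 1 and -0.12 per kb on replicate 2. A dye effect would have opposite signs on the 2 arrays, and whether the signs are opposite depends on the rotation, so a dye effect and a strain difference cannot be told apart.

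On fragments with probes over 5000 bp from the right-hand site, the median log2 intensity of such probes was 5.69 within 500 bp of the left-hand site and 7.52 at 2000 to 2500 bp from it on replicate 1. On replicate 2 the values were 8.08 and 6.92, so that the signal rose towards the left-hand site. No explanation was tested.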
